A study of Mus musculus with 117 samples.

How the data were processed

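Chromatin immunoprecipitation sequencing (ChIP-seq) was carried out on hepatocytes, the main cell type of the liver, from female mice 12 weeks old of 9 inbred strains. Per the labels, the series holds 117 libraries, 13 per strain. Each strain has libraries for 4 histone marks, H3K4me1, H3K4me3, H3K27ac and H3K27me3, from each of 3 mice, and 1 input library, which is chromatin sequenced without an antibody. The libraries were grouped by the strain named in their labels.

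The deposited files hold no read counts and no values per mouse. Each strain has 1 chromatin state segmentation, in which every stretch of the genome carries the number of 1 of 14 states. Per the file headers, each segmentation belongs to 1 strain's hepatocytes. The deposited intervals are not a count, signal or score: column 4 is a category, the state number, and the column for a score holds 0 throughout. The intervals tile each chromosome end to end in steps of 200 bp. The aligner, the segmentation tool, the number of reads and the mark content of each state are not stated in the labels or the file headers. The sequencing depth behind each segmentation is therefore unknown, and no interval for counting error is given. A state number is used here only as a name, and no mark is assigned to a state. A further file that joins all strains was compared byte for byte with the strain files laid end to end, was identical, and was not used otherwise.

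No genome build is named in the labels or headers. Gene positions were taken from an annotation table of assembly GRCm38.p6. The fit between this table and the segmentations was checked on state 3, which covered 16.9% ± 0.566 of the 200-bp bins that hold an end of a protein-coding gene (SD, n = 9 strains), against 1.10% ± 0.138 of the bins 10 kb to the left and 1.11% ± 0.147 of those 10 kb to the right. None of the table's coordinates are given here. Coordinates in the text are those of the deposited segments, counted from 1.

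The planned comparison at promoters used transcription start sites. The annotation table gives no strand, so a start site could not be told from a gene's other end. Windows of 1 kb to each side of both ends of each gene were used instead, and all results named gene-end results mix starts with ends. This change was made after the table had been seen. The table gave 21631 protein-coding genes on chromosomes 1 to 19 and X, and 49554 genes of all kinds.

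Each segmentation was written as states of 200-bp bins. Chromosomes 1 to 19 and X gave 13168874 bins. Chromosome Y was kept apart, since the mice were female. State 14 was the most widespread, and a bin outside state 14 in at least 1 strain is called a marked bin. Similarity of a pair of strains was measured with Cohen's kappa, the share of bins in the same state corrected for the share that the state frequencies give by chance. Recurrence of a state is the percentage of a strain's bins of that state that carry it in a second strain, averaged over the 72 ordered pairs. A segment counted as shared where at least 50% of its length had the same state in the second strain. A bin is private to a strain where the other 8 share a state and that strain has another.

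A strain is 1 value in every test, because the mice of a strain are combined in its segmentation. The spread given is between strains and says nothing about mice within a strain. Differences within strains were tested with an exact two-sided sign-flip permutation test over the 9 strains, which has 512 sign patterns and a smallest p of 0.0039. Tests over the 14 states were adjusted by the Benjamini-Hochberg method. The strains share ancestry and are not fully independent. In the test of agreement at gene ends, the value of a strain pair also enters both of its strains, so those p values may be too low. The states may have been learned on all strains together, which no label states. The genes named were chosen by a rule set before the data were examined, in which windows at gene ends later replaced those at start sites. They are the 10 protein-coding genes whose end windows differed most between strain pairs, and 3 panels of 20 genes written from general knowledge. Outside this rule are Ddx3y, Eif2s3y, Kdm5d and Uty, which belong to a test of chromosome Y chosen after the result was seen. All 60 panel genes were found in the table.

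The design, the tests other than those named below as chosen later, the gene panels and most alternatives were fixed before the data were examined. The alternatives covered autosomes alone, each strain left out in turn, single-bin segments left out, 1000-bp bins, a match within 1 bin, percent agreement, marked bins only, other overlap rules, other windows and other gene sets. Merging states 13 and 14, and using chromosome X alone, were added after the data had been seen. The computation used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The code was tested on simulated data of 977359 bins, where a kappa set to 0.64 was recovered as 0.6401 and all 5000 planted private bins were found.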

Results

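Chromatin states were compared between hepatocytes of 9 inbred mouse strains. The strains were 129S1/SvImJ, A/J, C57BL/6J, CAST/EiJ, DBA/2J, NOD/ShiLtJ, NZO/HlLtJ, PWK/PhJ and WSB/EiJ, each with ChIP-seq of 4 histone marks in 3 females and 1 input library. The authors' deposited segmentations combine the libraries of a strain, so each strain contributed 1 value and no error within a strain could be given. The sequencing depth was unknown. All SDs below are over the 9 strains unless another base is named.

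The first question was how much of the genome each strain had in each of the 14 states. State 14 covered 72.3% ± 1.26 of the 200-bp bins of the autosomes and X (SD, n = 9). State 13 covered 15.9% ± 1.08 and was the next most widespread. States 1, 2, 4 and 6 each covered between 2.15% and 2.55% on average. States 5, 7, 11 and 12 each covered less than 0.1%, and state 7 was the rarest at 0.0414% ± 0.0102. The share outside state 14 was 27.7% ± 1.26, from 26.0% in DBA/2J to 29.3% in A/J. On the autosomes alone this mean was 23.4%, the only alternative that moved it by more than the SD between strains. The number of segments averaged 612896 ± 35017 (SD, n = 9). It was highest in CAST/EiJ, with 668459 segments, and lowest in DBA/2J, with 562716. Segments of state 14 had a median length of 4733 bp averaged over strains, against 1689 bp for state 13 and 400.0 bp for states 6, 8, 10, 11 and 12.

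The next question was how similar the strains were. Over the 36 strain pairs, kappa averaged 0.665 ± 0.0573 (SD over pairs, which share strains). The highest value was 0.748, between 129S1/SvImJ and C57BL/6J, and the lowest was 0.533, between PWK/PhJ and WSB/EiJ. The same pairs had 85.0% ± 2.53 of their bins in the same state on average. PWK/PhJ had the lowest mean kappa with the other strains, at 0.579. It was followed by CAST/EiJ at 0.639 and WSB/EiJ at 0.646, while the other 6 strains lay between 0.670 and 0.696. The value of PWK/PhJ moved most when only marked bins were used, to 0.437, and PWK/PhJ stayed the lowest there. On the X alone the lowest strain was WSB/EiJ, with a mean kappa of 0.515, and PWK/PhJ was second lowest at 0.669.

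**Figure D1:**
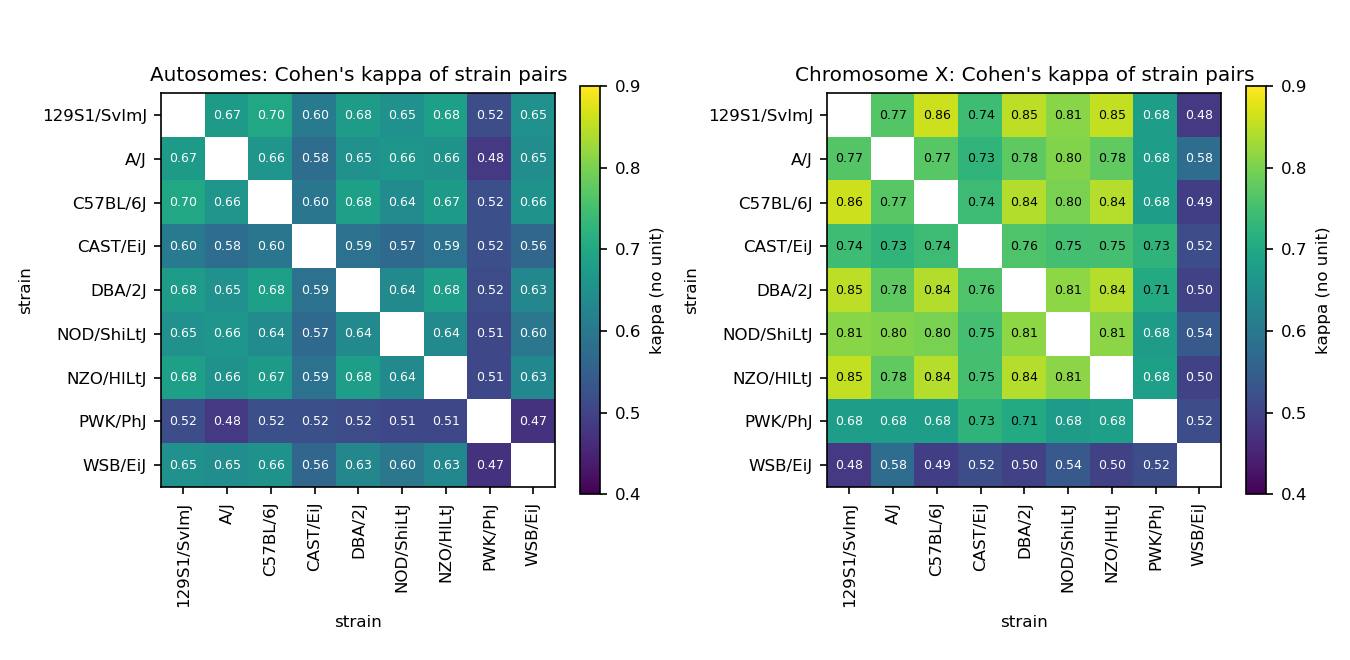
Cohen's kappa (no unit) of the 200-bp bin states for each pair of the 9 strains, on the autosomes (left) and on chromosome X (right); each cell is 1 pair, and the diagonal is left blank. PWK/PhJ has the lowest mean on the autosomes, at 0.5065, and WSB/EiJ the lowest on X, at 0.515.

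Marked bins made up 47.8% of the bins. Among them, 20.04% had the same state in all 9 strains, 69.3% showed exactly 2 states and 7.63% showed 3. The share with a single state differed between chromosomes: it was 75.1% on X, while the autosomes ranged from 10.2% on chromosome 14 to 14.96% on chromosome 9. With the X left out, the overall share fell to 12.0%. Exchanges between states 13 and 14 made up 55.0% of the disagreement between pairs of strains. Private bins made up 1.64% ± 1.23 of the bins per strain (SD, n = 9). PWK/PhJ had 4.38%, WSB/EiJ 2.47% and CAST/EiJ 2.26%. C57BL/6J had the fewest, at 0.619%. Leaving out PWK/PhJ gave a mean of 1.69% over the remaining 8 strains, where 7 strains had to share a state.

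States differed in how often they recurred at the same place in another strain. Among the states other than 14, recurrence was highest for state 1, at 77.6% ± 3.42 (SD, n = 9), against 2.35% by chance. State 3 followed at 74.6% ± 4.75, against 0.389% by chance, and state 13 at 73.4% ± 5.30, against 15.9%. The lowest values were 25.8% ± 5.10 for state 7 and 39.2% ± 5.85 for state 11. State 14 recurred at 91.7% ± 1.35, against 72.3% by chance. Of the alternatives, a match within 1 bin changed the recurrence of state 1 most, to 85.6%, and it raised that of state 8 from 55.5% to 68.6%. State 13 recurred at 61.4% on the autosomes alone, a larger change than its SD. There, recurrence also fell from 62.3% ± 7.63 to 35.1% for state 5 and from 52.8% ± 4.69 to 45.3% for state 10. Counted by segments, 76.7% ± 3.99 of state 1 segments and 25.2% ± 4.77 of state 7 segments were shared. Bins of state 4 that did not recur were most often in state 14, which took 34.8% of all state 4 bins in the other strain. Bins of state 2 were most often exchanged with state 6, at 12.5%, and with state 1, at 11.9%.

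**Figure D2:**
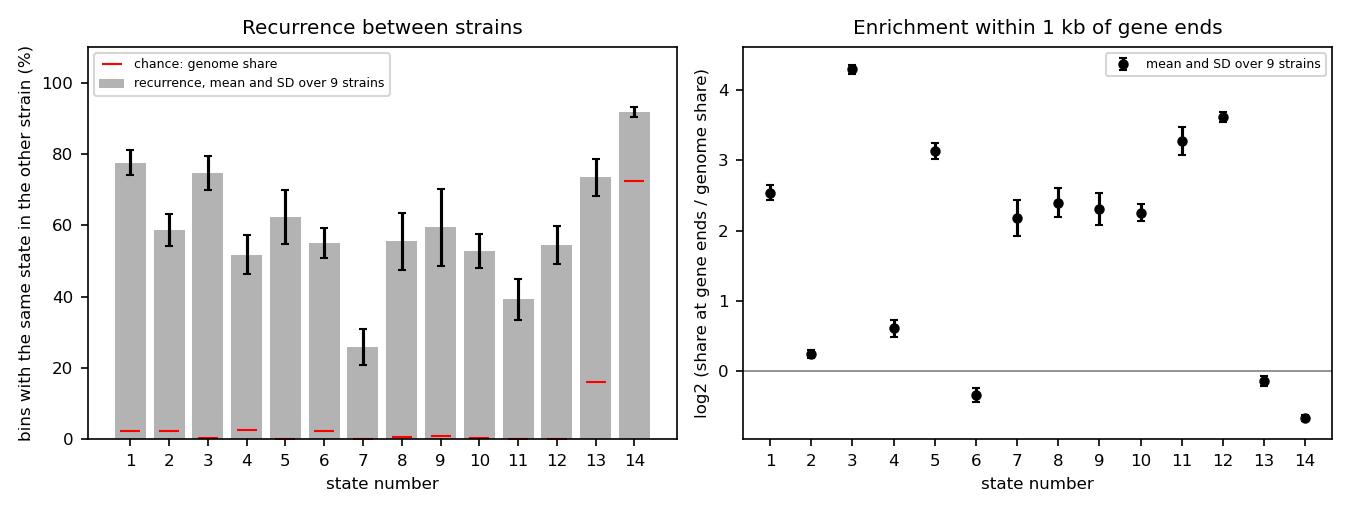
Left, recurrence of each state between strains in percent of bins (bars, mean; error bars, SD over 9 strains) with the chance value (red marks); right, log2 ratio of each state's share within 1 kb of gene ends to its genome share (points, mean; error bars, SD over 9 strains). State 7 recurs least, at 25.8%, and state 3 is the most enriched at gene ends, at a log2 ratio of 4.30.

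The X chromosome was compared with the autosomes within each strain. The share outside state 14 was higher on X by 65.8 percentage points ± 5.34 (SD, n = 9; higher in 9 of 9 strains; exact two-sided sign-flip permutation p = 0.0039, the smallest the design allows). Against single autosomes the mean difference ranged from 53.8 points, with chromosome 19, to 71.6 points, with chromosome 3. State 13 differed most: its share was 74.8 points ± 5.53 higher on X (9 of 9 strains; exact permutation, adjusted p = 0.0039 over 14 states). States 5, 7, 10, 11 and 12 were also higher on X in 9 of 9 strains, and states 1, 2, 3, 4, 6, 8, 9 and 14 were lower in 9 of 9, all at the same adjusted p. WSB/EiJ had 74.7% of its X bins in state 13, and the other 8 strains had between 84.3% and 89.0%. Along X, the share of state 13 in WSB/EiJ was 1.03% in the first window of 5 Mb. It was 38.6% from position 25000001 to 30000000 and 14.5% in the next window. It was 31.4%, 9.02% and 16.8% in the 3 windows from 115000001 to 130000000. Over these 6 windows, the only ones where WSB/EiJ was more than 20 points lower than the mean of the other 8, it averaged 18.6% and the others 71.4%. In the remaining full windows of 5 Mb, the averages were 87.3% and 91.2%.

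**Figure D3:**
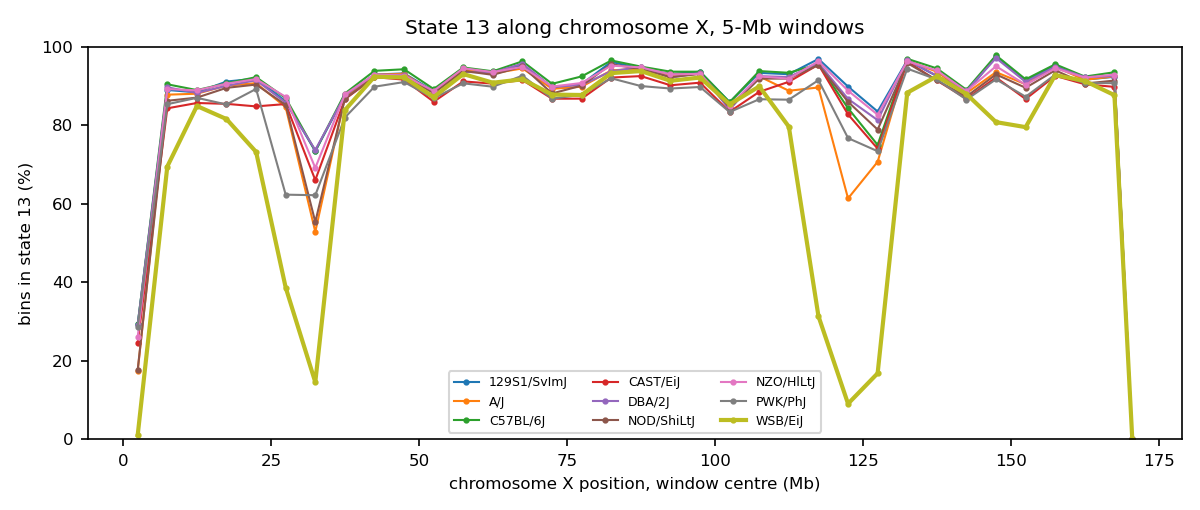
Percentage of 200-bp bins in state 13 (vertical axis) in windows of 5 Mb along chromosome X (horizontal axis, Mb), with a line for each of the 9 strains. WSB/EiJ (thick line) falls to between 1.03% and 38.6% in 6 windows, in each of which the other strains are higher.

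The position of the states relative to genes was examined within 1 kb of both ends of protein-coding genes, since gene starts could not be told from ends. State 3 was the most enriched, at a log2 ratio of 4.30 ± 0.063 over its genome share (SD, n = 9; 9 of 9 strains; exact sign-flip permutation, adjusted p = 0.0039), which is a 19.7-fold enrichment. States 12, 11 and 5 followed, at log2 ratios of 3.62, 3.28 and 3.14. States 6, 13 and 14 were below their genome share in 9 of 9 strains, at -0.35, -0.15 and -0.67. All 14 states had the same adjusted p, the smallest the exact test allows. With all annotated genes, the ratio of state 3 was 3.38. The depletion of state 13 was not found on the autosomes alone, where its log2 ratio was 0.055, with an adjusted exact permutation p of 0.242. With all annotated genes it was -0.045, with an adjusted exact permutation p of 0.133.

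Whether strains were more alike at gene ends than far from genes was tested among marked bins. A strain had the same state as another in 70.4% ± 2.14 of marked gene-end bins and in 70.7% ± 4.60 of marked bins more than 5 kb from any gene (SD, n = 9). The mean difference of -0.343 points ± 2.72 was smaller than its spread (exact sign-flip permutation p = 0.719). It was positive in 4 strains and negative in 5. The result depended on the X. On the autosomes alone the difference was 3.43 points in favour of gene ends, with an exact permutation p of 0.0039. With all bins in place of marked bins it was -8.52 points, also with an exact permutation p of 0.0039. Since each pair of strains enters the agreement of both its strains, the differences are not independent and these p values may be too low. In gene bodies the agreement was 66.7% ± 2.93. This was below the value of 70.7% far from genes, and in the same direction in every strain except PWK/PhJ, which had 60.9% against 60.5%. No test was run for gene bodies. No value on the autosomes alone is given for them, so whether this difference also depended on the X is not known.

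Panels of 20 genes each served as landmarks. At the ends of hepatocyte-expressed genes, state 1 held 36.8% ± 3.53 of the bins, state 3 held 26.9% ± 2.02, state 2 held 14.4% ± 4.02 and state 4 held 14.2% ± 2.53 (SD, n = 9). State 13 was found in 0 of the 438 bins in every strain. At the ends of developmental regulators, state 13 held 65.0% ± 3.64, state 10 held 15.1% ± 3.01 and state 12 held 9.20% ± 2.20. The difference between these panels was 36.6 points ± 3.76 for state 1, higher in 9 of 9 strains (exact sign-flip permutation, adjusted p = 0.0055). For state 13 it was -65.0 points ± 3.64, only the developmental share with its sign changed, since the hepatocyte share was 0. The sign could not differ between strains, so the same permutation test (adjusted p = 0.0055) decides nothing for state 13. Nor does it for states 5, 10, 11 and 12, also in 0 hepatocyte bins, or for state 2, in 0 developmental bins. States 7 and 9 differed between these panels in only 3 and 4 strains, so the exact permutation test could not go below p = 0.25 and p = 0.125 and decided nothing for them. With all protein-coding genes as the comparison, the difference was -0.188 points for state 7 and -3.27 points for state 9 (adjusted exact permutation p = 0.0039), and for state 13 it was -14.3 points in place of -65.0. State 7 was in 0 of the 438 hepatocyte bins in every strain. Its -0.188 is therefore only the share at all gene ends with its sign changed. The sign could not differ between strains, so the permutation test decides nothing for state 7 here either. The -14.3 of state 13 is likewise only the share at all gene ends with its sign changed. Ubiquitously expressed genes had 29.5% ± 1.23 of their gene-end bins in state 1, 18.9% ± 1.21 in state 3 and 19.98% ± 2.44 in state 14. The longest state 3 segment at Alb began at position 90460801 of chromosome 5 in all 9 strains, and it was between 1200 and 2600 bp long. At Pax6 on chromosome 2 the longest state 13 segment was between 3600 and 4200 bp long, but it was not the same segment in all strains. It began at 105689401 in CAST/EiJ and at 105689601 in NOD/ShiLtJ, and between 105682801 and 105683401 in the other strains. These segments of single genes were picked for illustration and not by the naming rule. In the end windows of Pax6 the most frequent state was state 10 in every strain except PWK/PhJ, where it was state 14. Its state 13 segments are therefore not an example of the state 13 share at gene ends.

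**Figure D4:**
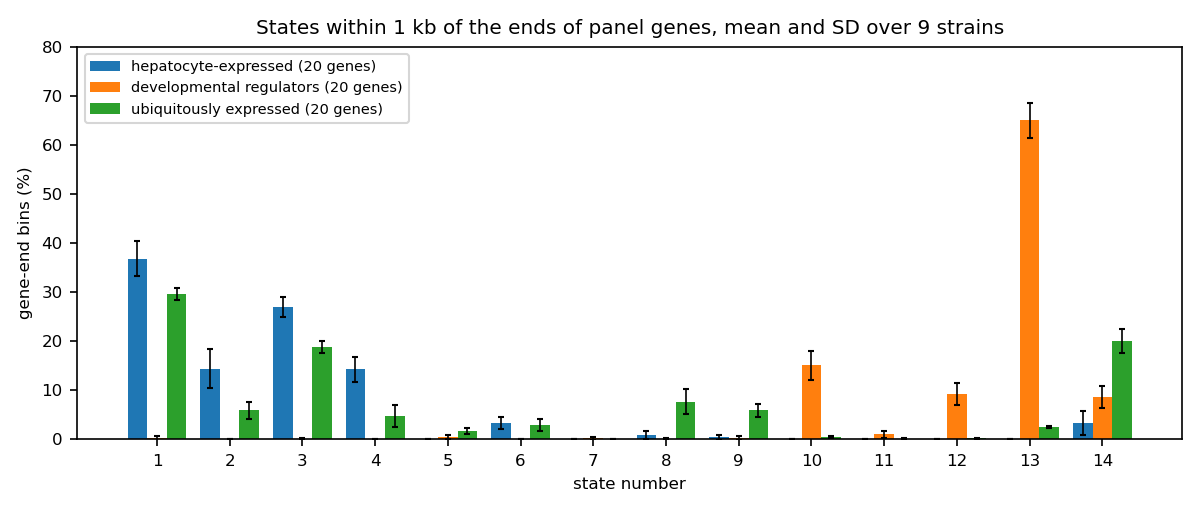
Percentage of gene-end bins (within 1 kb of gene ends) in each of the 14 states for 3 panels of 20 genes (bars, mean; error bars, SD over 9 strains). State 13 holds 65.0% of the bins of developmental regulators and none of those of hepatocyte-expressed genes.

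Genes were ranked by the percentage of bins in their end windows whose state differed, averaged over the 36 strain pairs. The median over 21631 genes was 19.2%, and 1529 genes, 7.07%, showed no difference. The 10 most divergent genes had values from 73.3% to 79.8%. They were Cyp3a41b (79.8%), Cldn5 (77.6%), Gm45978 (76.1%), Gm13290 (75.9%), Cyp3a41a (75.6%), Gm13283 (74.6%), Adamts4 (74.2%), Hspb9 (74.0%), Gm40595 (73.6%) and Gm41844 (73.3%). Cyp3a41a and Cyp3a41b are close copies, so reads may not be placed uniquely between them, and their values are uncertain. The genes whose symbols start with Gm were not checked for copies elsewhere. At Cyp3a41b the most frequent state was state 5 in 129S1/SvImJ, C57BL/6J, DBA/2J and NZO/HlLtJ, state 13 in A/J and NOD/ShiLtJ, state 4 in PWK/PhJ and WSB/EiJ, and state 1 in CAST/EiJ. At Gm40595 state 4 held 77.3% of the bins in 129S1/SvImJ and state 14 held 90.9% in C57BL/6J. Among the panel genes, Pax6 had 1.01% and Alb 5.30%, while Gsc had 41.1% and Pck1 35.0%. No replicate error exists for a single gene in a single strain.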

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

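The tests of WSB/EiJ on the X, of the Y chromosome and of segment number were chosen only after the result was seen; the other tests were set before. Outlying strains were looked for in 63 sets of 9 strain values, and in 10 of them the most extreme strain lay apart by more than the 95% limit of 0.493 of the range. Chance alone gives about 3.15. Several of the 10 repeat each other, since they rest on the same bins.

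PWK/PhJ lay apart in 3 sets. Its mean kappa was 0.579, its private bins made up 4.38% and its log2 ratio of state 14 at gene ends was -0.56. Unconverted coordinates would lower similarity towards the far end of each chromosome. Kappa changed by 0.0104 from the first to the last part of the autosomes on average, and it fell in 4 of 36 pairs, so the tables argue against this. Loss of reads at divergent sequence would put most private bins of CAST/EiJ and PWK/PhJ in state 14, more than in other strains. Their autosomal shares were 15.3% and 21.7%, against 6.72% to 26.1% in the other 7 strains. Most of their private bins therefore lay in other states, which argues against read loss as the main cause. The mean was 7.58 points lower than the highest of the other 7 strains (given as -7.58). A share does not count bins, however, and PWK/PhJ had the most private bins, so a contribution of read loss stays open. Segment borders shifted by 1 bin are not enough either, since a match within 200 bp removed 19.6% of the disagreement in marked bins. PWK/PhJ still had the lowest mean kappa with that match, at 0.629. A match within 200 bp does not cover larger shifts, so these stay open. A more broken-up segmentation remains open and may contribute: over the 9 strains, the number of segments and mean kappa had a Spearman rho of -0.850 (exact permutation p = 0.00607) and a Pearson r of -0.686 (exact permutation p = 0.0407). Without C57BL/6J and DBA/2J, the 2 strains farthest from the median number of segments, r was -0.655 (exact permutation p = 0.115) and rho was -0.821 (exact permutation p = 0.0341). Genuine differences between strains could also raise the number of segments, which was not tested, so rho does not tell noise from biology. Subspecies of origin, treated with the other observations, also stays open.

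WSB/EiJ lay apart in 4 sets that concern the X. Its mean kappa on X was 0.515, its X minus autosome difference was 53.0 points for the share outside state 14 and 61.6 points for state 13, and -53.0 points for state 14. A weaker H3K27me3 signal over the whole genome, taking state 13 as a state that this mark could define, would lower state 13 on the autosomes too. WSB/EiJ ranked 1 of 9 by autosomal share of state 13, at 13.1%, which argues against it. Loss of reads from these regions would also lower states 1 to 12. In the 6 windows with a fall over 20 points these states covered 1.76 times as much in WSB/EiJ as in the mean of the other 8. This argues against a loss in all libraries. The ratio rests on few bins, 1.002% in WSB/EiJ and 0.441% to 0.679% in the others, and WSB/EiJ was not the highest strain in every window. A loss in the libraries of a single mark need not lower these states and is not addressed. Another possible explanation is that state 13 is lost where it is weakest in all strains. Over 34 windows, the share in the other 8 strains and the fall in WSB/EiJ had a Spearman rho of -0.320 (permutation p = 0.0606 over 10000 permutations). Neighbouring windows are not independent, so this leaves the explanation undecided. By the mean of the other 8 strains, 5 of the 6 windows were the 5 lowest on X. The sixth, from 115000001 to 120000000, ranked 32 of 34 from the lowest, at 94.6%, and WSB/EiJ had 31.4% there, which goes against this explanation for that window. With 1 segmentation per strain, a difference in the libraries of WSB/EiJ and a difference of the strain are confounded. A biological difference of the strain stays open and untested.

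Single strains lay apart in 3 panel differences, which rest on few bins. These were state 5 in WSB/EiJ, at -1.38 points, state 8 in CAST/EiJ, at 2.05 points, and state 12 in NZO/HlLtJ, at -14.2 points. The panels make up 14 of the sets, where chance gives about 0.70. No explanation was tested.

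Chromosome Y is outside all comparisons, because the mice were female. Even so, 0.405% ± 0.156 of its bins lay outside state 14 (SD, n = 9). Reads from repeated sequence, or from sequence shared with other chromosomes, are a candidate explanation. They would mark the same bins in many strains, and 1107 bins were outside state 14 in at least 5 strains, against at most 0 in 100 random shifts of each strain's pattern along Y. Of these bins, 182 lay in the last Mb, which holds 1.09% of the Y bins. Recurrence alone would also follow from real Y chromatin. Cells from males in the pools would open the ends of widely expressed Y genes. For Ddx3y, Eif2s3y, Kdm5d and Uty, 2 of 792 bins over all strains were outside state 14, no more than on Y at large. A large share of male cells is therefore not seen, but a share too small to change the state of a bin cannot be told apart from none.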

How the results depend on the processing

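The X minus autosome difference, the enrichment of state 3 at gene ends, and the panel difference of state 1 kept their direction and stayed past the threshold under every alternative run that could change them. The panel difference of state 13 did too, but its direction could not change, since state 13 was in 0 of the hepatocyte bins in every strain. The autosome setting could not change the panel differences, since neither panel holds a gene on X. The size of the panel differences depended on the comparison: with all protein-coding genes it was 23.2 points for state 1 and -14.3 points for state 13, against 36.6 and -65.0 with developmental regulators. Across the fits that each left out 1 strain, the X difference ranged from 65.3 to 67.4 points and the log2 ratio of state 3 from 4.29 to 4.31. The size of the state 3 ratio depended on the window and the gene set: it was 4.79 with windows of 500 bp, 3.45 with windows of 2500 bp and 3.38 with all annotated genes, against 4.30. The number of segments, the private bins and the mean kappa also moved by less than their limits when a strain was left out. Without single-bin segments the number of segments fell to 529177 from 612896, within the limit set for a count but by more than the SD of 35017 between strains.

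The X carried much of what changed. On the autosomes alone, the share outside state 14 was 23.4%, the lowest strain mean kappa was 0.5065 and the share of marked bins with 1 state was 12.0%. On X alone the lowest mean kappa was 0.515 and belonged to WSB/EiJ. The depletion of state 13 at gene ends, a log2 ratio of -0.15, was lost on the autosomes, where the ratio was 0.0551 and not past the threshold (adjusted exact permutation p = 0.242). It was also lost with all annotated genes, at -0.0449 (adjusted exact permutation p = 0.133). The X has most of its bins in state 13, which its share of 84.3% to 89.0% outside WSB/EiJ shows.

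Most values moved under measures that count agreement another way, which was not tested further. Mean kappa over pairs moved by less than its SD of 0.0573 with a match within 1 bin, to 0.717, and with states 13 and 14 merged, to 0.690. Among marked bins only, mean kappa was 0.551 and the lowest strain mean 0.437. As percent agreement, the mean was 84.95% and the lowest strain mean 81.4%. With a match within 1 bin, the lowest strain mean kappa was 0.629, the share of marked bins with 1 state was 34.2%, and recurrence was 85.6% for state 1 and 31.5% for state 7. With any overlap of 1 bin, 80.9% of state 1 and 29.95% of state 7 segments were shared, and with at least 80% of the segment, 57.7% and 18.0%. With states 13 and 14 merged, which was chosen after seeing the data, the lowest strain mean kappa was 0.635 and the share of marked bins with 1 state was 14.4%. PWK/PhJ had the lowest mean kappa in all of these settings, with X alone and its own omission as the exceptions.

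The difference in agreement between gene ends and intergenic bins has no stable direction. Its main value of -0.343 points reversed to 1.22 without single-bin segments and to 0.199 with windows of 500 bp, neither past the threshold. It reversed to 3.43 on the autosomes and to 7.13 with states 13 and 14 merged, both past the threshold (exact permutation p = 0.0039 each). It kept its direction with all bins, at -8.52 and past the threshold (exact permutation p = 0.0039), and with intergenic bins over 20 kb from a gene, at -1.10 (exact permutation p = 0.387). Across the fits that each left out 1 strain it ranged from -0.365, without WSB/EiJ, to 0.596, without PWK/PhJ, and 8 of the 9 reversed, with exact permutation p values from 0.391 to 0.930. Leaving out a strain also changes which bins are marked. The cause of the reversals was not tested further.

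Leaving out 1 strain gave a lowest strain mean kappa from 0.576 to 0.645, the latter without PWK/PhJ, when CAST/EiJ became the lowest. It gave a share of marked bins with 1 state from 20.6% to 24.3%, the latter again without PWK/PhJ. The limit for this share was the SD over the 19 autosomes, since it has no value per strain.

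Among the 50 other results, which concern single states or a single strain, the alternatives other than leaving out a strain gave 38 moved values, 2 weaker and 1 stronger call, and 3 reversals. The other 168 kept their direction and side of the threshold, or moved by less than the spread, but this does not mean that their size held. With all protein-coding genes as the comparison, the panel difference went from -5.27 to -42.1 points for state 14, from -15.1 to -1.16 for state 10 and from -9.20 to -1.13 for state 12. The 168 also include the autosome setting of the panels, which could change nothing. The other reversals concerned the panel differences of state 8, at -2.53 points, and state 9, at -3.27 points, with all protein-coding genes as the comparison. The difference of state 9 ranged from -0.0295 to 0.314 points when a strain was left out, with the reversal without NOD/ShiLtJ, in fits that could not reach the threshold, since only 4 strains differ. Leaving out a strain gave 6 weaker calls, all for state 5 in the panels. Only 6 strains differ there, and without any of them the exact test cannot go below p = 0.0625, so these calls were fixed by the design.

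No paired analysis was possible because the deposited segmentations combine the libraries of each strain and hold no value per mouse. The unknown depth limits every comparison between strains, since a strain with fewer reads could have noisier states: the strain with the lowest mean kappa stayed PWK/PhJ with 1000-bp bins, at 0.584, but depth itself was not tested.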

Other observations

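The test of subspecies was set before the data were examined. The origin of the strains comes from general knowledge and not from the labels: CAST/EiJ is mainly of the castaneus and PWK/PhJ mainly of the musculus subspecies, and the other 7 are mainly domesticus. A hypothesis was that pairs across subspecies are less alike. The 14 pairs that join CAST/EiJ or PWK/PhJ with one of the other 7 strains had a mean kappa of 0.611 ± 0.0410 (SD over pairs), and the 21 pairs among the other 7 strains had 0.704 ± 0.0269. The pair of CAST/EiJ with PWK/PhJ, at 0.594, was in neither set. Of the 36 ways to pick 2 strains, 1 gave a difference as low as this, the real choice itself, which is a share of 0.0278 and the smallest the design allows. The count was the same on the autosomes and with states 13 and 14 merged. On X it was 9 of 36. This pattern is consistent with subspecies of origin as a source of the differences, as a hypothesis. It was not separated from segment number, for which rho was -0.850, nor from library quality, which is not known per strain. WSB/EiJ, a wild-derived strain of domesticus origin, also had a low mean kappa of 0.646, which rests partly on its X.

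The reference strain was examined for a technical advantage. If reads of C57BL/6J were lost less often than those of other strains, it might have the largest share of the genome outside state 14. It ranked 8 of 9 by that share, at 26.3%, so the tables argue against this form of the explanation.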
